# Nuclear receptor subfamily 4 group A member 2 inhibits activation of ERK signaling and cell growth in response to β-adrenergic stimulation in adult rat cardiomyocytes

**DOI:** 10.1152/ajpcell.00526.2018

**Published:** 2019-06-12

**Authors:** Sadia Ashraf, Yassmin K. Hegazy, Romain Harmancey

**Keywords:** adrenergic signaling, heart failure, hypertrophy, nuclear receptor, MAPK

## Abstract

Sustained elevation of sympathetic activity is an important contributor to pathological cardiac hypertrophy, ventricular arrhythmias, and left ventricular contractile dysfunction in chronic heart failure. The orphan nuclear receptor NR4A2 is an immediate early-response gene activated in the heart under β-adrenergic stimulation. The goal of this study was to identify the transcriptional remodeling events induced by increased NR4A2 expression in cardiomyocytes and their impact on the physiological response of those cells to sustained β-adrenergic stimulation. Treatment of adult rat ventricular myocytes with isoproterenol induced a rapid (<4 h) increase in NR4A2 levels that was accompanied by a transient (<24 h) increase in nuclear localization of the transcription factor. Adenovirus-mediated overexpression of NR4A2 to similar levels modulated the expression of genes linked to adrenoceptor signaling, calcium signaling, cell growth and proliferation and counteracted the increase in protein synthesis rate and cell surface area mediated by chronic isoproterenol stimulation. Consistent with those findings, NR4A2 overexpression also blocked the phosphorylative activation of growth-related kinases ERK1/2, Akt, and p70 S6 kinase. Prominent among the transcriptional changes induced by NR4A2 was the upregulation of the dual-specificity phosphatases DUSP2 and DUSP14, two known inhibitors of ERK1/2. Pretreatment of NR4A2-overexpressing cardiomyocytes with the DUSP inhibitor BCI [(*E*)-2-benzylidene-3-(cyclohexylamino)-2,3-dihydro-1*H*-inden-1-one] prevented the inhibition of ERK1/2 following isoproterenol stimulation. In conclusion, our results suggest that NR4A2 acts as a novel negative feedback regulator of the β-adrenergic receptor-mediated growth response in cardiomyocytes and this at least partly through DUSP-mediated inhibition of ERK1/2 signaling.

## INTRODUCTION

Heart failure with reduced left ventricular ejection fraction is a serious health condition with a 50% mortality rate within five years after diagnosis (30). As the number of Americans diagnosed with heart failure is expected to increase by nearly 40% during the next 15 years, the costs of managing the illness will skyrocket, rising from $31 billion in 2012 to $70 billion by 2030 (16). Hyperactivity of the sympathoadrenergic system plays a central role in the transition from compensated to decompensated heart failure. Although increased β-adrenergic signaling initially helps maintain the pumping function of the heart, chronic activation eventually leads to inflammation, pathological hypertrophy, impaired calcium homeostasis, and ultimately death of cardiomyocytes (22, 41). Consequently, use of β-blockers has become a cornerstone therapy for the treatment of patients with chronic heart failure (4, 25). However, lack of specificity from current β-adrenergic blocking agents precludes preservation of the protective and prosurvival pathways linked to increased sympathetic nervous system activity (3). Thus, a better understanding of β-adrenergic signaling and of its regulation in cardiomyocytes may provide novel therapeutic insights for improved management of heart failure, increased survival of patients, and decreased burden on the American healthcare system.

The NR4A subfamily of nuclear receptors is composed of the three members NR4A1/NUR77, NR4A2/NURR1, and NR4A3/NOR-1. All three NR4A members are expressed in cardiomyocytes (27). In the mouse heart, the expression of the NR4A receptors rapidly increases in a transient manner following injection of the β-adrenergic receptor agonist isoproterenol (31). NR4A1 and NR4A3 have recently emerged as key players in cardiac stress response to various pathological stimuli such as pressure overload and myocardial infarction (26). Several studies have highlighted contrasting roles for both receptors in the regulation of cardiac remodeling in response to chronic β-adrenergic receptor activation, with NR4A1 acting as an antihypertrophic factor while NR4A3 appears to be prohypertrophic (11, 27, 42). We (8) previously reported strong induction of NR4A2 in the rat heart subjected to surgically induced hypothermic ischemic arrest and reperfusion. However, despite its well-established effects in the regulation of energy homeostasis, inflammation, growth, and survival in multiple tissues, the impact of NR4A2 on cardiac physiology remains largely unknown (26).

In this work, we tested the hypothesis that NR4A2 is induced in cardiomyocytes following acute stimulation of β-adrenergic signaling. We further hypothesized that chronic activation of NR4A2 modulates the hypertrophic response of cardiomyocytes to sustained β-adrenergic stimulation. We used adenovirus-mediated overexpression of the full-length form of human NR4A2 to determine the transcriptional remodeling events mediated by activation of the orphan nuclear receptor in adult rat ventricular myocytes (ARVMs). Transcriptome profiling by RNA sequencing was combined with targeted analysis of the identified cellular signal transduction pathways under baseline conditions and following isoproterenol stimulation.

## MATERIALS AND METHODS

### 

#### Reagents and vectors.

Type 2 and type 4 collagenases were purchased from Worthington Biochemical. The chemically defined lipid concentrate was obtained from GIBCO. The laminin mouse protein was purchased from Invitrogen. The dual-specificity protein phosphatase (DUSP) inhibitor (*E*)-2-benzylidene-3-(cyclohexylamino)-2,3-dihydro-1*H*-inden-1-one (BCI) was purchased from EMD Millipore. All other reagents were obtained from Sigma-Aldrich. The human NR4A2 adenovirus (Ad-h-NR4A2; cat. no. ADV-217057) and enhanced green fluorescent protein (eGFP) adenovirus (Ad-GFP; cat. no. 1060) were generated, amplified, purified, and titrated by Vector Biolabs.

#### Animals.

Male Sprague-Dawley rats were obtained from Envigo and housed in the Center for Comparative Research animal facilities of the University of Mississippi Medical Center (UMMC). Rats were kept on a 12:12-h light-dark cycle and fed a standard laboratory rodent diet (Teklad 8640). Rats weighing between 250 and 350 g were euthanized under isoflurane anesthesia (4–5% for induction and 2–3% for maintenance) for heart tissue recovery. The animal use protocol was conducted in accordance with the National Institutes of Health’s *Guide for the Care and Use of Laboratory Animals* and was approved by the UMMC Institutional Animal Care and Use Committee.

#### Cell cultures.

H9c2 (1, 2) rat cardiac myoblasts were obtained directly from ATCC along with a certificate of analysis (ATCC cat. no. CRL-1446, RRID:CVCL_0286). Consequently, cell line authentication and mycoplasma contamination tests were not performed in our laboratory. H9c2 cells were grown in DMEM containing 584 mg/L l-glutamine, 110 mg/L sodium pyruvate, 4.5 g/L d-glucose and supplemented with 10% (vol/vol) fetal bovine serum, 100 U/mL penicillin, and 100 µg/mL streptomycin. Adult rat ventricular myocytes (ARVMs) were isolated according to a modified version of the method developed by Ackers-Johnson and colleagues (1). In brief, rats anesthetized with 2–3% inhaled isoflurane were intravenously injected with 200 United States Pharmacopeia (USP) units of heparin, and their hearts were subsequently removed and immediately transferred into ice-cold EDTA buffer. Following aortic cannulation, the hearts were retrogradely perfused first with syringes filled with 20 mL of ice-cold EDTA buffer to wash them free of blood and then with 40 mL of ice-cold perfusion buffer, and finally with 40 mL of recirculating collagenase buffer prewarmed to 38°C. After proceeding with mechanical dissociation of heart tissue, cell separation by gravity settlement, and calcium reintroduction, ARVMs were plated at a density of 5,000–55,000 cells/cm^2^ in plating medium (medium 199, 5% (vol/vol) fetal bovine serum, 10 mmol/L 2,3-butanedione monoxime (BDM), 100 U/mL penicillin, and 100 µg/mL streptomycin) on laminin-coated tissue culture dishes. One hour after plating, the plating medium was replaced with culture medium (medium M199, 0.1% (wt/vol) bovine serum albumin, 1× insulin-transferrin-selenium, 10 mmol/L BDM, 1× chemically defined lipid concentrate, 100 U/mL penicillin, and 100 µg/mL streptomycin).

#### Cell treatments.

The protocol used for overexpression of NR4A2 in ARVMs and subsequent analysis of the effects on cell growth and hypertrophy are described in Supplemental Fig. S1 (Supplemental data: https://doi.org/10.6084/m9.figshare.7492751). Briefly, cardiomyocytes were transduced with either Ad-GFP or Ad-h-NR4A2 [50 multiplicity of infection (MOI)] at the time of plating medium replacement with culture medium. An MOI of 50 led to 100% transduction efficiency. At 48 h posttransduction, cells were processed for determination of NR4A2-mediated transcriptional reprogramming by RNA sequencing or further treated with isoproterenol (10 μmol/L) to determine the impact of NR4A2 overexpression on β-adrenergic-mediated intracellular signaling at 10 min poststimulation, changes in rates of protein synthesis at 24 h poststimulation, and hypertrophy at 48 h poststimulation.

#### Real-time PCR analysis of mRNA levels.

ARVMs were seeded onto laminin-coated six-well plates. Total RNA was isolated from cultured cells using TRIzol Reagent (Invitrogen) and treated for residual DNA contamination with DNA-free (Invitrogen). One-half microgram of DNase-treated RNA was reverse transcribed by use of SuperScript III reverse transcriptase (Invitrogen). Relative quantification of target mRNA levels was performed with self-designed primers and TaqMan probes on a ViiA 7 real-time PCR system (Applied Biosystems). Data were normalized using the geometric mean of housekeeping genes RNA18S, GAPDH, and peptidylprolyl isomerase A. A reverse transcriptase minus reaction served as a negative control for each gene quantified. Sequences for primers and probes are provided in Supplemental Table S1 (https://doi.org/10.6084/m9.figshare.7492751).

#### Immunofluorescence.

Immunofluorescence experiments were carried out following the *Guidelines for Authors and Reviewers on Antibody Use in Physiology Studies* (5). Cells were grown in 24-well culture plates on laminin-coated coverslips. Following experimental treatments, the cells were washed three times with PBS and fixed for 15 min at room temperature with 4% (wt/vol) paraformaldehyde solution in PBS. Cells were then washed three times with PBS and incubated for 1 h at room temperature in blocking solution containing 10% (vol/vol) horse serum, 1% (wt/vol) bovine serum albumin (BSA), and 0.1% (vol/vol) Triton X-100 in PBS. After blocking was completed, cells were incubated overnight at 4°C with primary antibody, washed three times in PBS, and then further incubated for 1 h at room temperature with DyLight secondary antibody (Vector Laboratories). Actin cytoskeleton in H9c2 cardiac myoblasts was visualized using Phalloidin-iFluor 594 Reagent (Abcam) following the manufacturer’s instructions. The coverslips were mounted on glass slides using VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories). Fluorescence signal was analyzed with an Olympus IX 81 inverted fluorescence microscope and a Nikon confocal C1+ microscope. A detailed list of primary antibodies used in immunofluorescence analyses is provided in Supplemental Table S2 (https://doi.org/10.6084/m9.figshare.7492751).

#### Western blotting.

ARVMs were seeded on laminin-coated 100-mm tissue culture dishes. Following drug treatments, ARVMs were scraped in ice-old PBS, centrifuged at 1,200 *g* for 5 min at 4°C, and resuspended in M-PER Mammalian Protein Extraction Reagent (Thermo Scientific) supplemented with phosphatase inhibitor cocktails 2 and 3 (Sigma-Aldrich) and Complete Mini protease inhibitor cocktail (Roche Applied Science). After being gently shaken for 10 min, cells were disrupted with an ultrasonic probe sonicator using 3 cycles at 25% amplitude (10 s ON/60 s OFF) and the lysates were centrifuged at 14,000 *g* for 15 min to remove cell debris. Protein concentration of the supernatant was determined by bicinchoninic acid assay. Proteins were separated by polyacrylamide gel electrophoresis and transferred to 0.45-µm pore size polyvinylidene difluoride membranes. Membranes were blocked for 1 h with 5% milk in 1× Tris-buffered saline, and 0.4% Tween 20 at room temperature and incubated overnight at 4°C with primary antibody. Protein detection was carried out using horseradish peroxidase-conjugated secondary antibody and chemiluminescence. Densitometric analyses were performed with ImageJ 1.48v. A detailed list of primary antibodies used in Western blot analyses is provided in Supplemental Table S2. Use of antibody and immunoblot analysis complied with the *Guidelines for Authors and Reviewers on Antibody Use in Physiology Studies* (5).

#### [^3^H]leucine incorporation assay.

ARVMs were seeded on laminin-coated six-well plates. Cells were treated with vehicle or isoproterenol in the presence of [^3^H]leucine (1 mCi/mL, 149 Ci mmol^−1^ specific activity, PerkinElmer) for 24 h. After treatment, cells were washed three times with PBS, solubilized in 1 mL of lysis buffer (10% SDS, 20% glycerol, 100 mM Tris, pH 6.8), and diluted in nine-tenth volume of scintillation fluid, and the radioactivity was measured in a scintillation counter.

#### RNA sequencing.

RNA was extracted using the PureLink RNA Mini Kit (Ambion) according to manufacturer instructions and assessed for quality control parameters of minimum concentration and fidelity (i.e., 18S and 28S bands, RQI >8). cDNA libraries were developed using the TruSeq Stranded mRNA Library Prep Kit (Set-A-indexes), evaluated by Qubit fluorometer (Invitrogen), and assessed for quality and size using the Bio-Rad Experion System as done previously (29). Samples were pooled into a single library (*n* = 12 pooled samples per library) and sequenced using the NextSeq 500 High Output Kit (300 cycles, paired end 100 bp) on the Illumina NextSeq 500 platform. The run generated 136.4 Gb at QC30 = 87.5% with 670 million or 55 million reads passing filter. Sequenced reads were assessed for quality using the Illumina Basespace Cloud Computing Platform, and FASTQ sequence files were used to align reads to the rat reference genome [*Rattus norvegicus*/Rn5 (Refseq)] using the RNA-Seq Alignment Application (using STAR aligner). On average, 54 million reads (or >95% reads per sample) were mapped to the reference genome. Differential expression was determined using Cufflinks Assembly & DE workflow (v.2.1.0). After removal of duplicates and genes with one or more missing data point, differentially expressed genes were filtered on the basis of a ≥1.5-fold difference between fragments per kilobase of transcript per million mapped reads (FPKM) values and *q* < 0.05. RNA sequencing data were deposited in the Gene Expression Omnibus database under accession no. GSE122911.

#### Statistical analyses.

Statistical analyses complied with the report of minimum details needed per recommendation established in the *Statistical Considerations in Reporting Cardiovascular Research* (20). Data are expressed as means ± SE. Comparisons between two groups were performed using unpaired, two-tailed Student’s *t*-test. Comparisons between multiple experimental groups were made by one-way analysis of variance with Newman-Keuls post hoc test. A *P* value < 0.05 was considered statistically significant. All the analyses were performed with GraphPad Prism (version 7).

## RESULTS

### 

#### Generation of a highly pure population of adult rat ventricular myocytes.

Proper identification of physiological effects of NR4A2 on cardiomyocytes first required accurate and reproducible isolation of healthy ARVMs from other cardiac cell populations. Isolated ARVMs displayed typical rod-shaped structure for more than 96 h in culture (Supplemental Fig. S2*A*; https://doi.org/10.6084/m9.figshare.7492751). Real-time PCR analysis confirmed high mRNA levels for myocyte markers Myh6, Myh7, and Tnnt2 in the ARVMs fraction. Conversely, mRNA levels of fibroblast markers Vim, Col1a1, and Col1a2 were 1,000 to 2,000 times lower than the levels measured in the nonmyocyte cell fraction (Supplemental Fig. S2*B*). Probing of cultured cells by immunofluorescence further confirmed that ARVM cultures, unlike the nonmyocyte cell fraction, were devoid of protein markers specific for endothelial cells (RECA-1), fibroblasts (Vimentin), smooth muscle cells (Sm22-α), and macrophages (CD68; Supplemental Fig. S2*C*). The Lindsey group (29) recently used RNA sequencing for comparative cell marker selection and confirmation of successful isolation and purification of a single cell type from cardiac tissue. 

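RNA sequencing covered 12 ARVM samples collected 48 h after adenoviral transduction, 6 with Ad-GFP and 6 with Ad-h-NR4A2, and FPKM are as the authors calculated them. The markers considered were Myh6, Myh7, and Tnnt2 for cardiomyocytes and Vim, Col1a1, Col1a2, Tagln (Sm22-α), and Cd68 for nonmyocytes. Averaged over the 12 samples, FPKM was 6591 ± 752 (SD, n = 12) for Tnnt2, 967 ± 215 for Myh6, and 213 ± 90.5 for Myh7. Ad-GFP sample 28 lay far from the others in Myh6. These averages pool groups that differed, since all 3 genes were lower in the Ad-h-NR4A2 sample of each same-numbered pair, and Myh7 fell most (log2 fold change of FPKM + 0.1 -0.86, adjusted p = 0.0146 from limma with Benjamini-Hochberg adjustment). Vim averaged 11.8 ± 5.61 FPKM, with values from 4.27 to 21.6 in single samples. Mean FPKM was 0.492 ± 0.230 for Col1a1, 3.23 ± 0.721 for Tagln, and 0.473 ± 0.193 for Cd68. Col1a2 was listed at 0 in all samples, for each of its 2 transcripts, which can also be a failed estimate. The lowest Myh7 value of any sample was 97.4 and thus above the highest Vim value. Over the 6 Ad-GFP samples alone, the mean was 7189 for Tnnt2 and 12.6 for Vim.

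**Figure D1:**
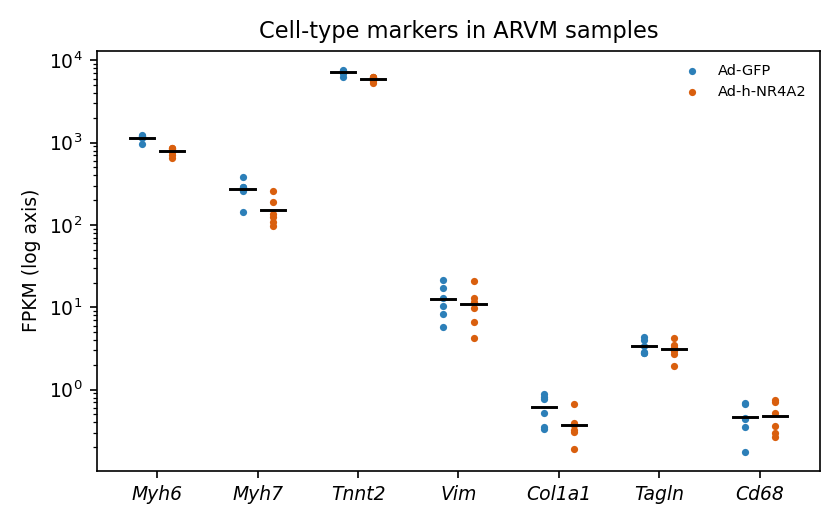
FPKM (log axis) of 3 cardiomyocyte and 4 nonmyocyte markers in the 6 Ad-GFP and 6 Ad-h-NR4A2 samples; points are samples and lines are group means. The cardiomyocyte markers lie at 97.4 or above and the nonmyocyte markers at 21.6 or below.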

Using a similar approach, we found that average FPKM values for cardiomyocyte-specific markers varied between 184 and 2,368 in our ARVM cultures, while FPKM values for nonmyocyte cell markers ranged only between 0 and 6 (Supplemental Fig. S2*D*). Taken together, the results indicated that highly pure ARVM populations were used for the present experiments.

#### β-Adrenergic receptor stimulation induces transient expression of NR4A2 in cardiomyocytes.

Transcript levels of all three members of the NR4A subgroup of orphan nuclear receptors have been shown to rapidly and transiently increase in vivo in the mouse heart in response to treatment with the β-adrenergic agonist isoproterenol. However, the relative contributions of the different cardiac cell types to this increase remained unknown (31). In cultured ARVMs, stimulation with 10 μmol/L isoproterenol for 1 h led to an 88-fold increase in NR4A2 mRNA levels. Transcript levels of NR4A2 then steadily decreased, down by 68% at 4 h and back to near-baseline levels at 24 h, after initial stimulation (Fig. 1*A*). A similar increase in NR4A2 mRNA level was observed when ARVMs were stimulated with forskolin for 1 h, suggesting that β-adrenergic stimulation of NR4A2 transcription is mediated by a cAMP-dependent signaling pathway (Fig. 1*B*). Isoproterenol similarly induced transient expression of NR4A2 in H9c2 cardiomyoblasts, although to a much lesser extent (Supplemental Fig. S3*A*; https://doi.org/10.6084/m9.figshare.7492751). At the protein level, NR4A2 expression increased in ARVMs for the next 24 h following isoproterenol treatment (Fig. 1*C*). Increased NR4A2 expression was accompanied by increased NR4A2 immunoreactivity in cardiomyocyte nuclei. However, nuclear localization was only transient and peaked at 4 h after the beginning of stimulation before returning to baseline levels by 24 h posttreatment (Fig. 1*D*). In summary, the results suggest that cardiomyocytes are a major source of NR4A2 expression in the rodent heart and that NR4A2 contributes to transcriptional remodeling of those cells in response to adrenergic stimulation.

**Fig. 1.**
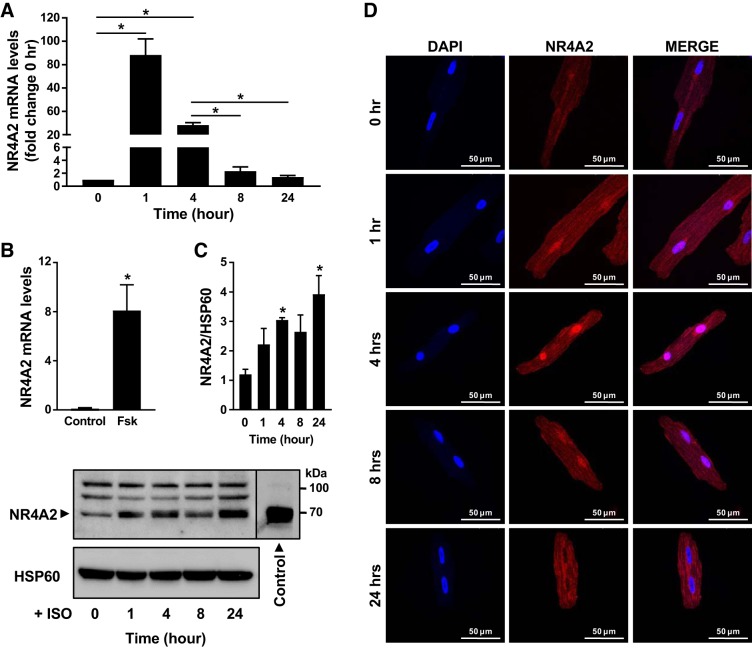
cAMP-mediated β-adrenergic signaling stimulates expression and nuclear localization of nuclear receptor subfamily 4 group A (NR4A2) in adult cardiomyocytes. *A*: time course of NR4A2 mRNA expression level in response to 10 µmol/L isoproterenol (ISO). *B*: NR4A2 mRNA expression levels in cells treated for 1 h with 10 µmol/L forskolin (Fsk). HSP60, heat shock protein 60. *C*: time course of NR4A2 protein expression level in response to 10 µmol/L isoproterenol. A representative immunoblot is presented. The control [adult rat ventricular myocytes (ARVMs) transduced with adenoviral (Ad)-h-NR4A2] was loaded on the same gel as samples but developed separately to prevent overexposure. *D*: time course of NR4A2 immunolocalization in response to 10 µmol/L isoproterenol. Pairwise comparison was performed with unpaired Student’s *t*-test. Interaction between multiple groups was determined by one-way ANOVA, including Newman-Keuls post hoc analysis when significant interaction occurred. Data are means ± SE of 3–5 independent experiments using ARVMs isolated from different rats. *P < 0.05.

#### NR4A2 modulates expression of genes encoding proteins involved in adrenergic signaling, cell growth, and calcium signaling.

To determine the transcriptional remodeling events induced by increased NR4A2 expression in adult cardiomyocytes, ARVMs were transduced with an adenovirus containing the full-length open reading frame of human NR4A2 under transcriptional control of the cytomegalovirus promoter (Ad-h-NR4A2). When compared with cells transduced with a control recombinant adenovirus encoding green fluorescent protein (Ad-GFP), transduction with Ad-h-NR4A2 increased total NR4A2 mRNA and protein levels 100- and 15-fold, respectively (Fig. 2, *A* and *B*). The overexpressed protein localized mainly in the nucleus, as visualized by immunofluorescence (Fig. 2*C*). Therefore, transgenic expression of NR4A2 in cardiomyocytes reproduced the short-term effects of isoproterenol stimulation on induction and localization of the endogenously expressed transcription factor.

**Fig. 2.**
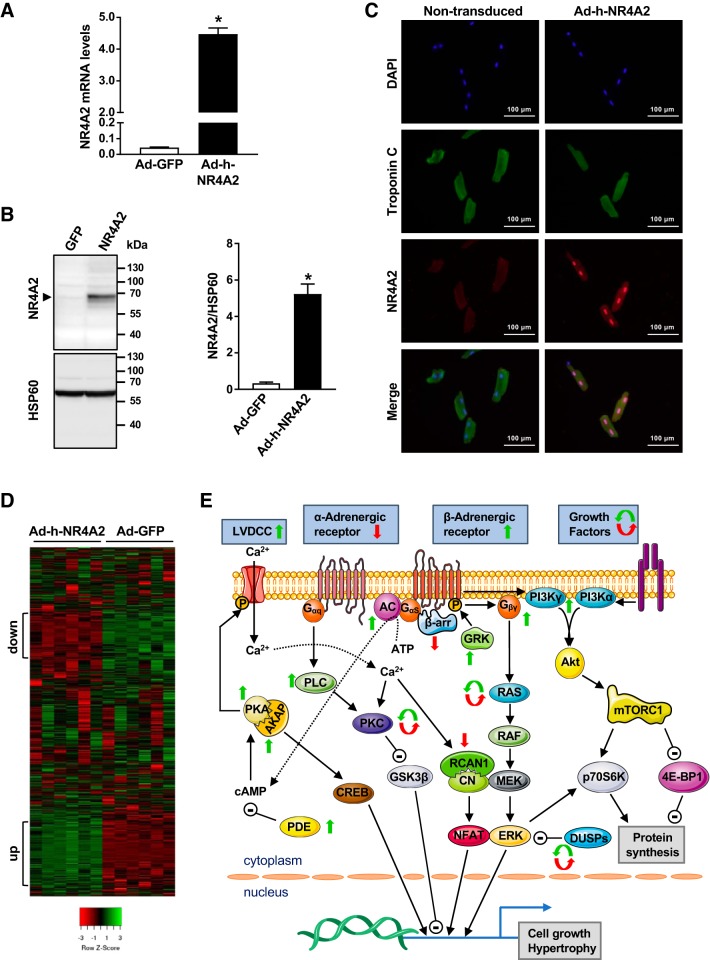
RNA-Seq analysis identifies nuclear receptor subfamily 4 group A (NR4A2) as a transcriptional modulator of growth regulatory pathways in adult cardiomyocytes. *A*: comparison of NR4A2 total mRNA levels in adenovirus encoding green fluorescent protein (Ad-GFP) control and Ad-h-NR4A2 transduced cells. *B*: comparison of NR4A2 total protein levels in Ad-GFP control and Ad-h-NR4A2-transduced cells. Representative immunoblot is presented. *C*: immunolocalization of NR4A2 in nontransduced control and Ad-h-NR4A2-transduced cells. Troponin C was used as marker for cardiac myocytes. Pairwise comparison was performed with unpaired Student’s *t*-test. Data are means ± SE of 4–5 independent experiments using adult rat ventricular myocytes (ARVMs) isolated from different rats. *P < 0.05. *D*: heat map representation of 3,021 genes that passed filtering criteria. The 2 clusters of genes differentially regulated (down- and upregulated, respectively) in NR4A2-overexpressing cells compared with the GFP-expressing control cells are indicated. *E*: selective representation of cell growth and hypertrophy signaling networks containing effectors regulated at gene level in response to NR4A2 overexpression. Upward green and downward red arrows represent increased and decreased expression levels, respectively. Circular arrows indicate changes in isoform expression. Data are based on analysis of 6 independent experiments using ARVMs isolated from different rats. LVDCC, L-type voltage-dependent Ca^2+^ channel; β-arr, β-arrestin; GRK, G protein-coupled receptor kinase; AKAP, A-kinase anchoring protein; RCAN1, regulator of calcineurin 1; mTORC1, mammalian target of rapamycin complex 1; PDE, phosphodiesterase; CREB, cAMP response element-binding protein; GSK-3β, glycogen synthase kinase-3β; DUSP, dual-specificity phosphatase; PI3K, phosphoinositide 3-kinase; 4E-BP1, eukaryotic initiation factor 4E-binding protein-1.

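ARVMs were transduced with Ad-GFP or Ad-h-NR4A2 at 50 MOI, and RNA was collected 48 h later from 6 samples of each group. The samples of both groups carry the same 6 numbers, 24 to 29, and same-numbered samples are taken here as pairs. The authors aligned paired-end reads to the rat genome Rn5 with STAR and calculated FPKM of RefSeq transcripts with Cufflinks. Values are listed for 18752 transcripts with 17301 gene names. FPKM are not counts, but low FPKM of a sample are whole multiples of the value of 1 fragment, given transcript length. Of the values of at most 6 fragments, 99.4% to 99.9% per sample came out whole within 0.05. The depth implied by these steps was 18800000 to 28000000 fragments in Ad-GFP samples (median 23700000) and 21600000 to 27300000 in Ad-h-NR4A2 samples (median 23600000). The paper's reported average is 54000000 mapped reads per sample, and 2 reads per implied fragment give 47900000. The FPKM values use the implied fragments.

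Each gene was represented by its transcript with the highest mean FPKM, and genes listed at 0 in any sample were removed, which left 10950 genes. Groups were compared on the log2(FPKM + 0.1) scale with limma, two-sided, without pairing in the main comparison. The pseudocount understates the change of genes with low FPKM. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a ratio of group mean FPKM of at least 1.5 in either direction. The q values of Cufflinks, on which the authors filtered, need the reads and were not recalculated.

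Nr4a2, the gene transduced, was examined first as a check of the sample labels. Its RefSeq transcript lies on chromosome 3 of Rn5 from 48183783 to 48189254. FPKM was 0.884 ± 0.309 (SD, n = 6) in Ad-GFP samples, or 33 to 92 fragments, and 524 ± 70.3 (SD, n = 6) in Ad-h-NR4A2 samples, or 23628 to 36156 fragments. The log2 fold change was 9.10 (SE 0.17, adjusted p = 6.59e-13 from limma with Benjamini-Hochberg adjustment). All Ad-h-NR4A2 samples exceeded all Ad-GFP samples (two-sided exact permutation test without pairing, p = 0.00216, the smallest that 6 samples against 6 allow). The transgene is human and the reference is rat, so that its fragments are counted only as far as they align to the rat transcript. The ratio of group mean FPKM was 593, a larger rise than the paper states for total NR4A2 mRNA (Fig. 2A). The reason for this difference was not tested.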

The impact of NR4A2 overexpression on the transcriptome of ARVMs was then investigated with RNA sequencing. Among the 3,021 genes that passed the filtering criteria, 850 genes were differentially regulated compared with the Ad-GFP-expressing control cells (fold change ≥1.5). 

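Of the genes tested, 1662 were differentially expressed between Ad-h-NR4A2 and Ad-GFP samples, 869 of them upregulated and 793 downregulated. The fold-change limit moved this number most. At a limit of 2, 803 genes passed, 493 upregulated and 310 downregulated, and without a limit 4484 genes had an adjusted p below 0.05. With the sample number as a replicate block, 1825 genes were differentially expressed (936 upregulated and 889 downregulated).

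**Figure D2:**
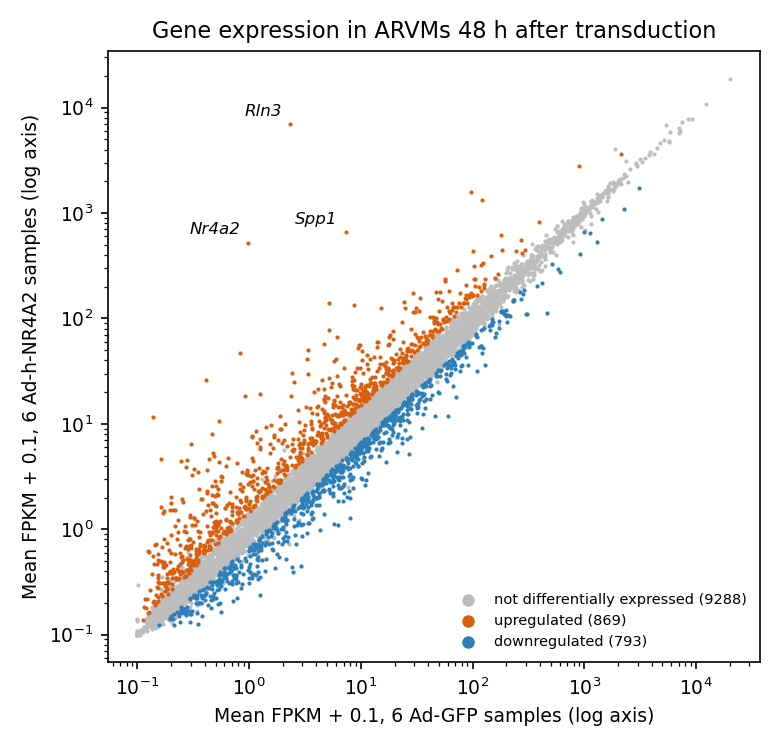
Mean FPKM + 0.1 of the tested genes in the 6 Ad-GFP samples (horizontal, log axis) and the 6 Ad-h-NR4A2 samples (vertical, log axis). Colored points are the 869 upregulated and 793 downregulated genes and gray points the other genes.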

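The genes with the largest changes were sought among the differentially expressed genes with a mean FPKM of at least 1 that changed in the same direction in all 6 same-numbered pairs. On the log2(FPKM + 0.1) scale, the 5 largest rises were those of Rln3, Nr4a2 itself, Spp1, Hpx, and Ephx1. Rln3, which encodes relaxin 3, had 2.22 ± 3.51 (SD, n = 6) FPKM in Ad-GFP samples and 6923 ± 1710.1 (SD, n = 6) in Ad-h-NR4A2 samples, a log2 fold change of 12.80 (SE 0.76). Its Ad-GFP values ranged from 0.147 to 9.18 FPKM, with sample 28 far above the others, and the genes on both sides of it on the chromosome rose as well. Spp1 rose from 7.23 ± 3.53 to 659 ± 287 FPKM (log2 fold change 6.50, SE 0.33). Hpx, at 0.0368 FPKM or 1 to 2 fragments in Ad-GFP samples, had a log2 fold change of 6.33, and Ephx1 had 6.30. The 5 largest falls were those of Smim5, Fibin, Pla2g2d, Rab7b, and Testin, with log2 fold changes of -2.85, -2.66, -2.63, -2.54, and -2.51. In Fibin and Pla2g2d, 1 Ad-h-NR4A2 sample lay far from the other 5. Ephx1 and Smim5 are listed with 2 transcripts each. With the transcripts of a gene summed, which was chosen after seeing the data, Ephx1 had a log2 fold change of 2.16 and rank 85 among the rises. With a pseudocount of 1, Hpx (3.52) and Ephx1 (4.26) had ranks 11 and 6, and of the falls only Pla2g2d stayed among the 5 largest. The highest adjusted p among these genes was 4.65e-05 (limma with Benjamini-Hochberg adjustment).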

Among the differentially regulated genes, 500 were upregulated and 350 were downregulated (Supplemental Table S3; https://doi.org/10.6084/m9.figshare.7492751). 

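In each same-numbered pair, the Ad-h-NR4A2 sample was compared with the Ad-GFP sample. Of the differentially expressed genes, 1575 (94.8%) changed in the called direction in all 6 pairs. The genes were chosen for their difference between groups, so that this share has no test of its own. Among the alternatives, the share was lowest with the replicate block (91.7%) and highest for genes with a mean FPKM of at least 1 (98.7%). Same-numbered samples also deviated together from their group means. The mean correlation of their deviations was 0.505 (0.347 to 0.623 in the 6 pairs). The mean of the 30 differently numbered pairs, -0.0998, follows from this value by the centering on group means. Of all 720 ways to match the 6 samples of each group, the one by number gave the highest mean correlation (one-sided exact permutation p = 0.00139, the smallest that these allow), and the highest of the others was 0.379. These correlations are across genes, which are not independent replicates. In the paired comparison with the replicate block, 6509 genes had an adjusted p below 0.05 regardless of fold change.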

The majority of differentially regulated genes varied consistently among all biological replicates and clustered into two distinct sets on the heatmap representation of gene expression data (Fig. 2*D*). 

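All 17 genes that Table 1 lists under adrenergic receptor signaling and all 4 under calcium signaling were differentially expressed in the printed direction. Adra1b (chromosome 10, 29233972 to 29291344, Rn5) went from 27.9 ± 4.19 (SD, n = 6) to 13.8 ± 0.918 (SD, n = 6) FPKM, a log2 fold change of -1.002 (SE 0.09). The log2 fold change of Adra1a was -1.41 (SE 0.11). Adra1d had the highest adjusted p of all Table 1 genes (9.45e-04, limma with Benjamini-Hochberg adjustment). Adcy6 rose from 17.6 ± 4.77 to 56.7 ± 4.76 FPKM, with a log2 fold change of 1.72 (SE 0.15). Rcan1, of the calcium genes, went from 461 ± 107 to 113 ± 26.0 FPKM, with a log2 fold change of -2.03 (SE 0.17). Slc8a1, listed with 9 transcripts, rose from 45.4 ± 5.63 to 100.3 ± 11.4 FPKM. Cacnb3 and Cacna2d3 rose from lower levels of 0.227 ± 0.0624 and 0.103 ± 0.0579 FPKM in Ad-GFP samples.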

Targeted pathway analysis of the two gene clusters revealed that NR4A2 overexpression regulates the expression of genes involved in adrenoceptor signaling, growth and proliferation, and calcium signaling (Table 1). 

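Genes were grouped into 17 families by the start of their symbol. In each family, the share of differentially expressed genes was compared with that among all other tested genes by Fisher's exact test. The test was two-sided and Benjamini-Hochberg adjusted over the 17 families. The families were chosen after Table 1 and Fig. 2E, which come from these same samples. Their p values are thus not independent evidence that these families were affected. Of 6 adrenoceptors, 5 were differentially expressed (83.3%, compared with 15.1% of other genes, adjusted p = 0.00470), 2 upregulated and 3 downregulated. Of 18 genes with a phosphodiesterase symbol, 9 were differentially expressed (adjusted p = 0.00470). Pde10a, Pde2a, Pde3a, Pde4d, and Pde5a were upregulated, and Pde11a, Pde3b, Pde4c, and Pde4dip were downregulated. Of 13 regulators of G protein signaling, 7 were differentially expressed (adjusted p = 0.00766), with Rgs11, Rgs16, Rgs19, Rgs2, and Rgs4 upregulated and Rgs3 and Rgs7bp downregulated. Of 10 genes with a protein kinase C symbol, 5 were (adjusted p = 0.0440), with Prkca and Prkcdbp upregulated and Prkcd, Prkce, and Prkcq downregulated. In Rgs16 and Rgs3, single samples lay far from the others of their group. Rgs2 was higher in 4 of 6 same-numbered pairs, Rgs11 was higher in 5, and Pde4c was lower in 5. The other differentially expressed genes of these families changed in the same direction in all pairs. Pde11a, with an Ad-h-NR4A2 value as low as 3.94e-12 FPKM, only just passed the filter on values of 0. Pde4dip, Rgs7bp, Prkcdbp, and Prkcsh belong to these families by symbol only. With such genes left out of every family, which was chosen after seeing the data, 4 of 8 protein kinases C were differentially expressed and no longer passed (adjusted p = 0.0850), while the phosphodiesterases (8 of 17, adjusted p = 0.0158) and regulators of G protein signaling (6 of 12, adjusted p = 0.0278) still passed. These directions were the same on the TPM scale and after quantile normalization, also chosen for the families after seeing the data. The phosphodiesterases no longer passed among genes with a mean FPKM of at least 1 (adjusted p = 0.155). With the replicate block, the adjusted p was 0.0524 for the protein kinases C and 0.0335 for the phospholipases C, which had 0.0850 without the block.

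For the other families the test found no difference from the remaining genes, but several hold few genes, so that a difference cannot be excluded there. Their largest shares were 2 of 3 G protein-coupled receptor kinases (adjusted p = 0.176), 5 of 12 phospholipases C (adjusted p = 0.0850), and 2 of 6 arrestins (adjusted p = 0.426). Differentially expressed were 1 of 7 adenylate cyclases, 1 of 6 protein kinase A subunits, 3 of 13 calcium channel subunits (adjusted p = 0.612), and 4 of 14 PI3-kinase genes (adjusted p = 0.426).

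**Figure D3:**
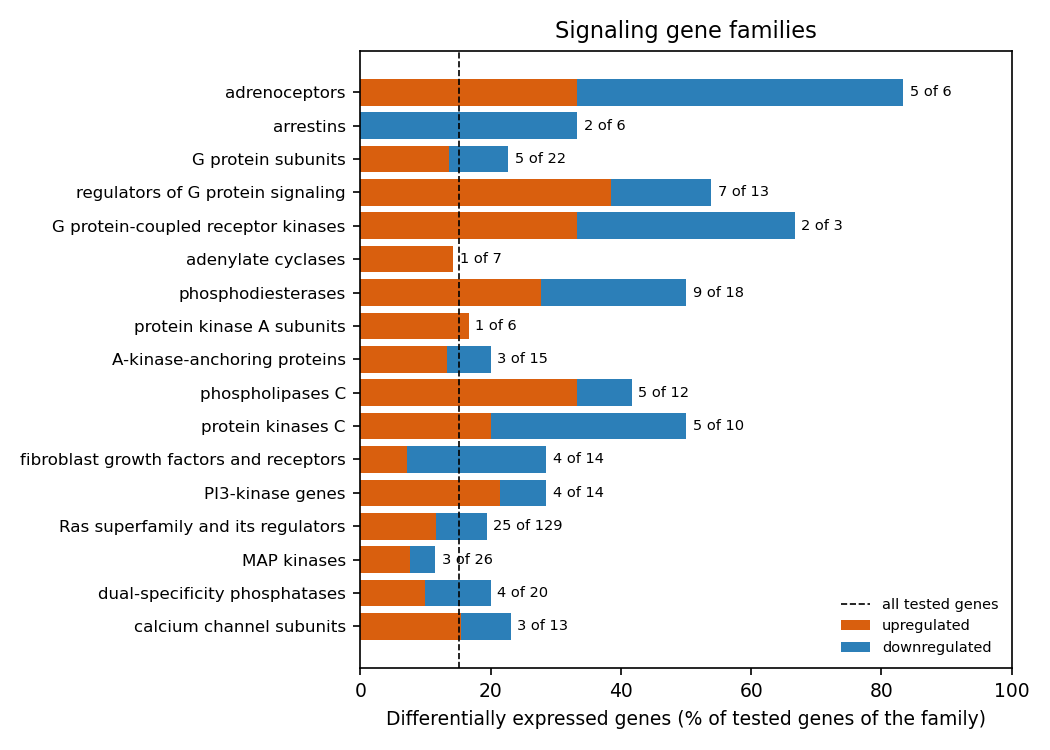
Percent of tested genes that were differentially expressed in each of the 17 families, split into upregulated and downregulated genes; labels give differentially expressed and tested genes. The 4 families that passed the test hold genes of both directions.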

Signaling pathways known to regulate cardiac hypertrophy were particularly represented and included the adenylate cyclase-phosphodiesterase-protein kinase A (PKA) axis, the α-adrenoceptor-heterotrimeric protein G_q_-protein kinase C (PKC) signaling, the calcium-calmodulin pathway, the Ras-Raf-MAPK pathway, and the phosphoinositide-Akt kinase signaling (Fig. 2*E*). All together, the transcriptomic data revealed that NR4A2 modulates gene expression networks related to growth and hypertrophy of ARVMs in response to adrenergic stimulation.

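The 20 growth and proliferation genes of Table 1 were likewise differentially expressed in the printed direction, 13 upregulated and 7 downregulated. Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, rose from 5.96 ± 0.601 (SD, n = 6) to 67.1 ± 12.7 (SD, n = 6) FPKM, a log2 fold change of 3.46 (SE 0.11, adjusted p = 1.21e-10 from limma with Benjamini-Hochberg adjustment). Rapgef5 had a log2 fold change of 2.76 (SE 0.15) and Map3k8 of 1.49 (SE 0.17). Fgf1 went from 129 ± 12.6 to 35.7 ± 7.32 FPKM, a log2 fold change of -1.86 (SE 0.12). The log2 fold change of Pik3ip1, in which Ad-h-NR4A2 sample 24 lay far from the others, was -1.49 (SE 0.13). The authors passed the 2 gene clusters through a targeted pathway analysis and placed the genes on pathways of hypertrophy (Table 1 and Fig. 2E), from which the paper concludes that NR4A2 modulates gene networks of growth and hypertrophy in ARVMs. The pathway analysis itself was not repeated here.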

**Table 1.** Subset of genes differentially regulated by NR4A2 in ARVMs that are related to adrenoceptor signaling, growth and proliferation, and calcium signaling

Gene Symbol	Description	Accession No.	Regulation by NR4A2	Fold Change
Adrenergic receptor signaling				
* Adrb2*	Adrenoceptor β2	NM_012492	↑	3.1
* Adra1a*	Adrenoceptor α1A	NM_017191	↓	0.4
* Adra1b*	Adrenoceptor α1B	NM_016991	↓	0.5
* Adra1d*	Adrenoceptor α1D	NM_024483	↓	0.4
* Arrdc3*	Arrestin domain-containing protein-3	NM_001007797	↓	0.5
* Grk5*	G protein-coupled receptor kinase-5	NM_030829	↑	2.9
* Gng3*	G protein subunit-γ3	NM_053658	↑	2.9
* Rgs16*	Regulator of G protein signaling 16	NM_001077589	↑	5.4
* Adcy6*	Adenylate cyclase-6	NM_012821	↑	3.8
* Prkar2b*	Protein kinase cAMP-dependent type II regulatory subunit-β	NM_001030020	↑	3.3
* Akap2*	A-kinase-anchoring protein-2	NM_001011974	↑	4.5
* Pde2a*	Phosphodiesterase-2A	NM_031079	↑	3.5
* Pde4d*	Phosphodiesterase-4D	NM_017032	↑	2.2
* Pde10a*	Phosphodiesterase-10A	NM_022236	↑	6.4
* Plch1*	Phospholipase Cη1	NM_001191707	↑	24.0
* Prkca*	Protein kinase Cα	NM_001105713	↑	2.2
* Prkcq*	Protein kinase Cθ	NM_001276721	↓	0.2
Growth and proliferation				
* Fgf1*	Fibroblast growth factor 1	NM_012846	↓	0.3
* Fgf9*	Fibroblast growth factor 9	NM_012952	↓	0.4
* Fgfr3*	Fibroblast growth factor receptor 3	NM_053429	↑	4.6
* Pik3r3*	Phosphoinositide-3-kinase regulatory subunit 3	NM_022213	↑	11.2
* Pik3ip1*	Phosphoinositide-3-kinase interacting protein-1	NM_001017453	↓	0.3
* Rab7b*	Ras-related protein Rab-7b	NM_001109328	↓	0.1
* Rab33b*	Ras-related protein Rab-33b	NM_001108944	↑	2.9
* Rasl11b*	Ras-like family 11 member b	NM_001002830	↑	4.3
* Rap1b*	RAP1B, member of RAS oncogene family	NM_134346	↑	2.1
* Rac2*	Rac family small GTPase 2	NM_001008384	↓	0.3
* Rhov*	Ras homolog family member V	NM_138542	↑	3.7
* Arf2*	ADP ribosylation factor 2	NM_024150	↑	2.2
* Rap1gds1*	Rap1 GTPase-GDP dissociation stimulator 1	NM_001107728	↑	4.1
* Rapgef5*	Rap guanine nucleotide exchange factor 5	NM_001047915	↑	6.9
* Rassf5*	Ras association domain family member 5	NM_019365	↑	2.4
* Rgl1*	Ral guanine nucleotide dissociation stimulator-like 1	NM_001105957	↓	0.5
* Map3k8*	Mitogen-activated protein kinase kinase kinase-8	NM_053847	↑	2.9
* Dusp2*	Dual-specificity phosphatase-2	NM_001012089	↑	7.7
* Dusp14*	Dual-specificity phosphatase-14	NM_001270835	↑	7.1
* Dusp15*	Dual-specificity phosphatase-15	NM_001244784	↓	0.4
Calcium signaling				
* Cacnb3*	Calcium voltage-gated channel auxiliary subunit-β3	NM_012828	↑	4.5
* Cacna2d3*	Calcium voltage-gated channel auxiliary subunit-α2δ3	NM_175595	↑	3.0
* Slc8a1*	Sodium/calcium exchanger 1	NM_019268	↑	2.4
* Rcan1*	Regulator of calcineurin 1	NM_153724	↓	0.2

Fold change ratio to green fluorescent protein-expressing control cells based on the mean from six independent experiments using adult rat ventricular myocytes (ARVMs) isolated from different rats. 

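Recalculated as the ratio of group mean FPKM, the fold change of the 28 upregulated genes of Table 1 ranged from 2.15 (Rap1b) to 24.3 (Plch1), and that of the 13 downregulated genes from 0.147 (Rab7b) to 0.518 (Arrdc3). In Rap1b, Ad-h-NR4A2 sample 24 lay far from the others. In each of the 41 genes the 6 Ad-h-NR4A2 values did not overlap the 6 Ad-GFP values. The largest ratio rests on few fragments, since Plch1 had 0.0628 ± 0.0340 (SD, n = 6) FPKM in Ad-GFP samples, or 2 to 13 fragments, and 1.52 ± 1.03 (SD, n = 6) FPKM in Ad-h-NR4A2 samples, or 52 to 401 fragments. Its log2 fold change with the pseudocount was 3.12 (SE 0.35). For Pde10a, with 1 to 3 and 8 to 17 fragments, the ratio was 5.77 and the log2 fold change 1.04. For 7 of the 41 genes more than 1 transcript is listed, and the values are those of the most abundant one.

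**Figure D4:**
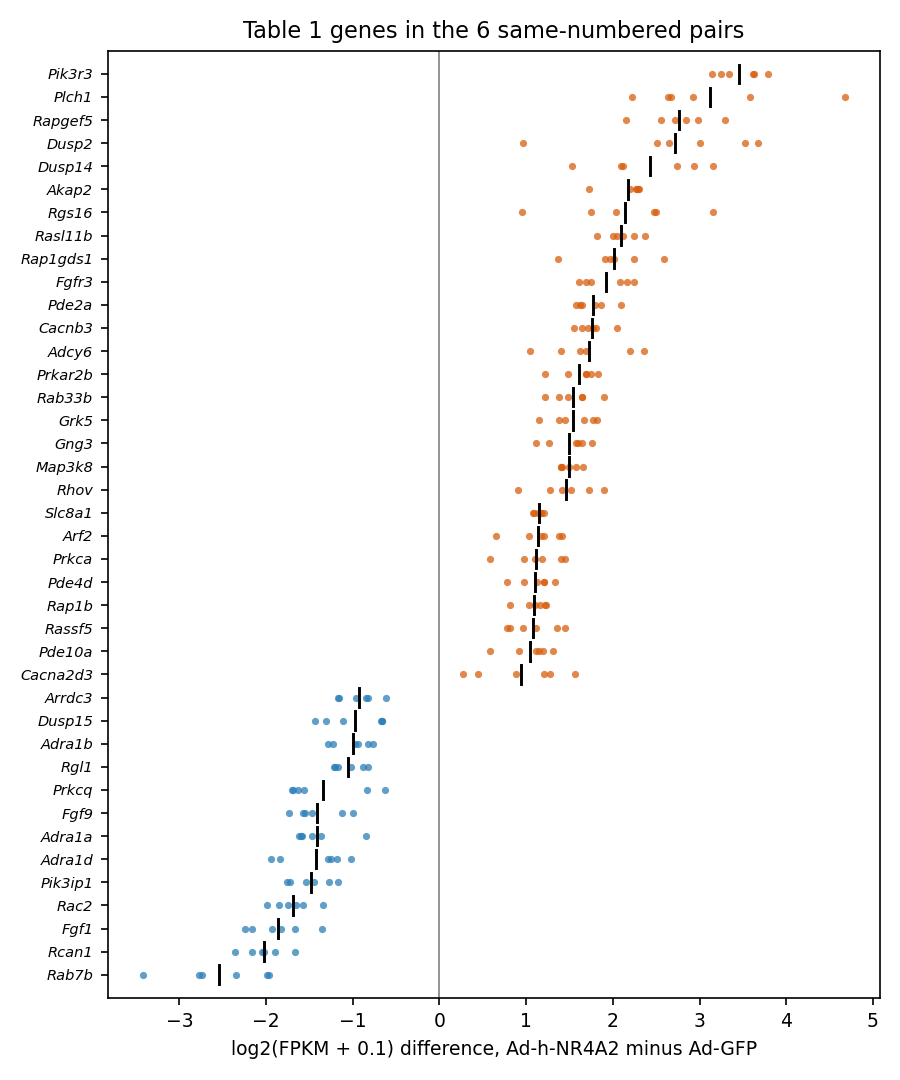
Difference in log2(FPKM + 0.1) between the Ad-h-NR4A2 and the Ad-GFP sample of each of the 6 same-numbered pairs (points) and their mean (line) for genes of Table 1. All points of a gene lie on the same side of 0.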

NR4A2, nuclear receptor subfamily 4 group A.

#### Chronic NR4A2 overexpression blocks isoproterenol-mediated protein synthesis and growth of cardiomyocytes.

Long-term β-adrenergic receptor stimulation with isoproterenol is a potent inducer of protein synthesis and growth in isolated adult cardiomyocytes (38). In our hands, treatment of ARVMs with 10 µmol/L isoproterenol for 48 h led, on average, to a 20% increase in surface area for control, nontransduced, or Ad-GFP-expressing cells. This increase in cell surface area was inhibited by chronic overexpression of NR4A2 (Fig. 3*A*). The antigrowth effect of NR4A2 overexpression was even more dramatic in H9c2 cardiomyoblasts, where the 40–60% increase in cell size induced by isoproterenol was completely reversed following transduction with Ad-h-NR4A2 (Supplemental Fig. S3*B*). Consistent with the changes in cell surface area, the isoproterenol-mediated increase in rates of protein synthesis was also significantly decreased by NR4A2 overexpression (Fig. 3*B*). Interestingly, NR4A2 overexpression also potently inhibited expression of the cardiac hypertrophy marker B-type natriuretic peptide (BNP) in both vehicle- and isoproterenol-treated ARVMs (Fig. 3*C*). Thus, sustained NR4A2 overexpression blocks the growth response of cardiomyocytes to chronic β-adrenergic receptor stimulation.

**Fig. 3.**
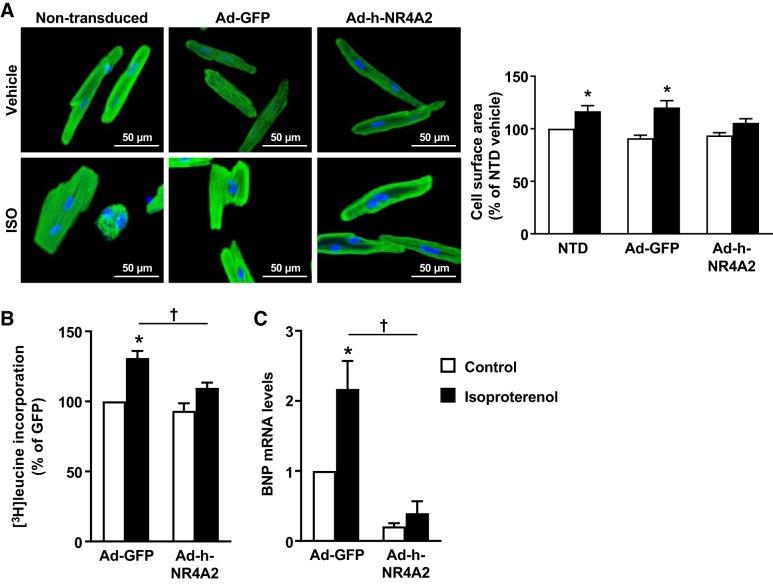
Nuclear receptor subfamily 4 group A (NR4A2) blocks the growth response of adult cardiomyocytes to isoproterenol (ISO). *A*: immunofluorescence visualization (troponin C) and quantification of adult rat ventricular myocyte (ARVM) surface area in response to 48-h treatment with 10 µmol/L isoproterenol in nontransduced (NTD), green fluorescent protein (GFP)-expressing, and NR4A2-overexpressing cells. Measurements performed on average of 266 cells per condition. *B*: measurement of cellular protein synthesis rates by incorporation of [^3^H]leucine over a 24-h period following treatment with 10 µmol/L isoproterenol. *C*: brain natriuretic peptide (BNP) mRNA expression levels in GFP-expressing control and NR4A2-overexpressing ARVMs following 48-h treatment with 10 µmol/L isoproterenol. Interaction between multiple groups was determined by one-way ANOVA, including a Newman-Keuls post hoc analysis when significant interaction occurred. Data are means ± SE of 3–5 independent experiments using ARVMs isolated from different rats. *P < 0.05 vs. control; †*P* < 0.05.

#### NR4A2 inhibits ERK1/2 and Akt activation in response to isoproterenol stimulation.

To determine which of the cardiac prohypertrophic signaling pathways are inhibited by NR4A2 overexpression in cardiomyocytes, ARVMs were stimulated for 10 min with isoproterenol, and phosphorylation of key effector proteins was investigated with Western blot. Phosphorylative activation of the transcription factor cAMP response element binding (CREB) protein at serine 133, a major event in the propagation of cAMP-PKA signaling to the nucleus, was not affected by NR4A2 overexpression, nor was the inhibitory phosphorylation of glycogen synthase kinase-3β (GSK-3β) at serine 9, a potent inhibitory mechanism of cardiac hypertrophy (Fig. 4, *A* and *B*). Although the phosphorylation status of the extracellularly regulated kinases (ERKs) 1 and 2 and of the Akt kinase remained unchanged under basal conditions, the activation of the two kinases was reduced by 50% and 36%, respectively, under isoproterenol stimulation (Fig. 4, *C* and *D*). Phosphorylative activation of p70S6K at threonine 389, a downstream effector of both ERK and Akt kinase and a key step in stimulation of protein synthesis under β-adrenoceptor stimulation, was also decreased in presence of NR4A2 overexpression.

**Fig. 4.**
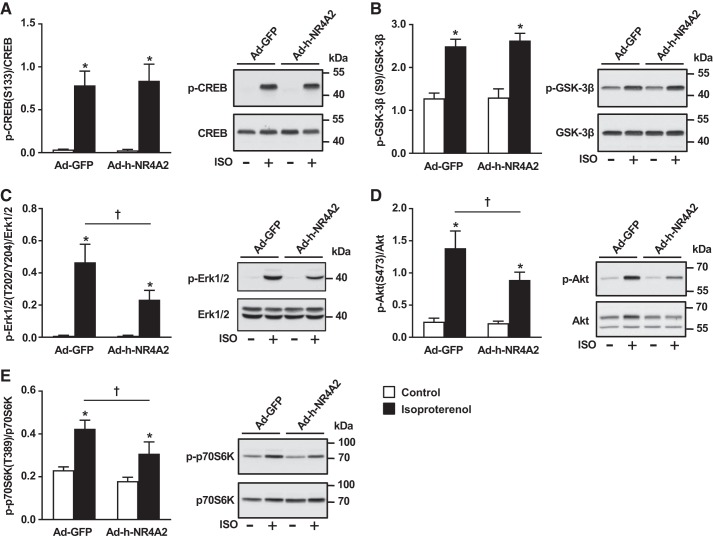
Nuclear receptor subfamily 4 group A (NR4A2) inhibits isoproterenol (ISO)-mediated ERK, Akt, and p70 S6 kinase (S6K) phosphorylation in adult cardiomyocytes. Phosphorylation (p) status of cAMP response element-binding protein (CREB; *A*), glycogen synthase kinase-3β (GSK-3β; *B*), extracellular signal-regulated kinases (ERK1/2; *C*), Akt kinase (*D*), and p70S6K kinase (*E*) was quantified by immunoblotting in green fluorescent protein (GFP)-expressing control and NR4A2-overexpressing cells at baseline and after 10-min stimulation with 10 µmol/L isoproterenol. Interaction between multiple groups was determined by one-way ANOVA, including Newman-Keuls post hoc analysis when significant interaction occurred. Data are means ± SE of 3–4 independent experiments using adult rat ventricular myocytes isolated from different rats. *P < 0.05 vs. control; †*P* < 0.05.

#### NR4A2-mediated inhibition of ERK1/2 signaling is dependent on increased dual-specificity phosphatase activity.

A closer analysis of the RNA sequencing data revealed that the dual-specificity phosphatases 2 (DUSP2/PAC-1) and 14 (DUSP14/MKP-6) were upregulated more than sevenfold following NR4A2 overexpression. 

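Dusp2 (chromosome 3, 126303199 to 126305375, Rn5) had 0.544 ± 0.112 (SD, n = 6) FPKM in Ad-GFP samples and 4.68 ± 2.44 (SD, n = 6) in Ad-h-NR4A2 samples, a ratio of means of 8.60 and a log2 fold change of 2.72 (SE 0.33, adjusted p = 2.12e-05 from limma with Benjamini-Hochberg adjustment). These values stand for 13 to 27 fragments per Ad-GFP sample and 43 to 291 per Ad-h-NR4A2 sample. The Ad-h-NR4A2 values spread from 1.36 to 8.64 FPKM, all above the highest Ad-GFP value of 0.659. Dusp14 (chromosome 10, 71277396 to 71297310) is listed with 3 transcripts. The most abundant of them rose from 0.317 ± 0.132 (SD, n = 6) to 2.11 ± 0.571 (SD, n = 6) FPKM, a ratio of means of 6.66 and a log2 fold change of 2.43 (SE 0.23, adjusted p = 2.00e-06 from limma with Benjamini-Hochberg adjustment). In a two-sided exact permutation test, which ignores the pairing, each gene had p = 0.00216. With the replicate block, the SE was 0.30 for Dusp2 and 0.20 for Dusp14. A pseudocount of 1 gave log2 fold changes of 1.76 for Dusp2 and 1.23 for Dusp14.

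**Figure D5:**
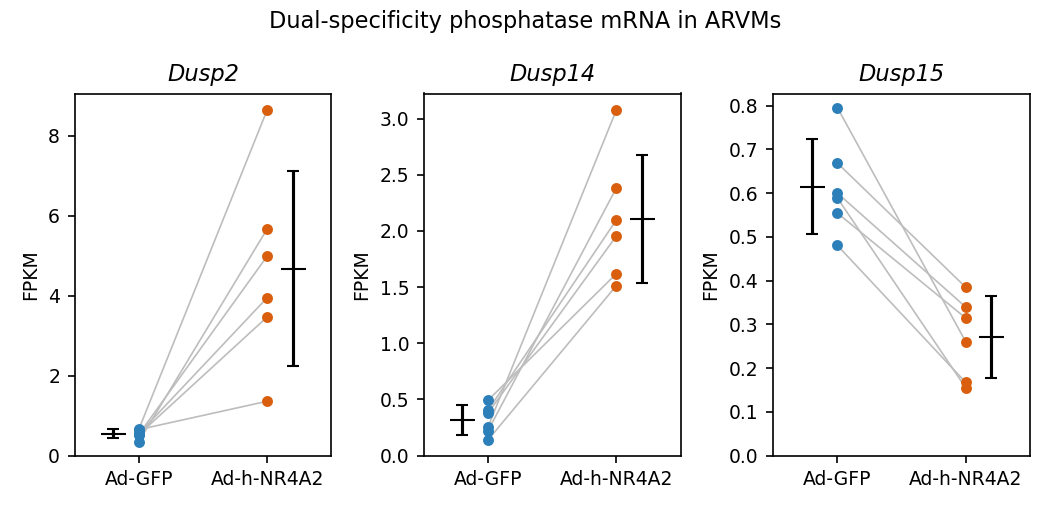
FPKM of Dusp2, Dusp14, and Dusp15 in the 6 Ad-GFP and 6 Ad-h-NR4A2 samples, with axes from 0. Gray lines join same-numbered samples and bars give mean ± SD; Dusp2 and Dusp14 are higher in every Ad-h-NR4A2 sample than in any Ad-GFP sample, and Dusp15 is lower.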

The increase in DUSP2 and DUSP14 mRNA levels was confirmed by real-time PCR (Fig. 5*A*). Both DUSP2 and DUSP14 are established phosphatases for stress kinases ERK1/2, p38 MAP kinase and JNK (32). Moreover, DUSP2 is known for having a greater affinity for ERK and to localize in the nucleus, where it can counteract the effects of MAPK on gene transcription (15). To determine whether increased NR4A2 expression inhibits isoproterenol-mediated activation of ERK1/2 through DUSP-dependent dephosphorylation, ARVMs were pretreated with BCI, an allosteric inhibitor of DUSP, before stimulation with the β-adrenergic agonist. Pretreatment with BCI increased ERK1/2 stimulation in both control and NR4A2-overexpressing cells. However, the increase was comparatively more important in NR4A2-overexpressing cardiomyocytes: ERK1/2 phosphorylation increased more than threefold, reaching an activation level that was higher than the one detected in Ad-GFP expressing cells treated with isoproterenol only, but not significantly different from the same control cells pretreated with BCI (Fig. 5*B*). Thus, NR4A2-mediated inhibition of isoproterenol-dependent ERK signaling in ARVMs is caused by increased DUSP activity.

**Fig. 5.**
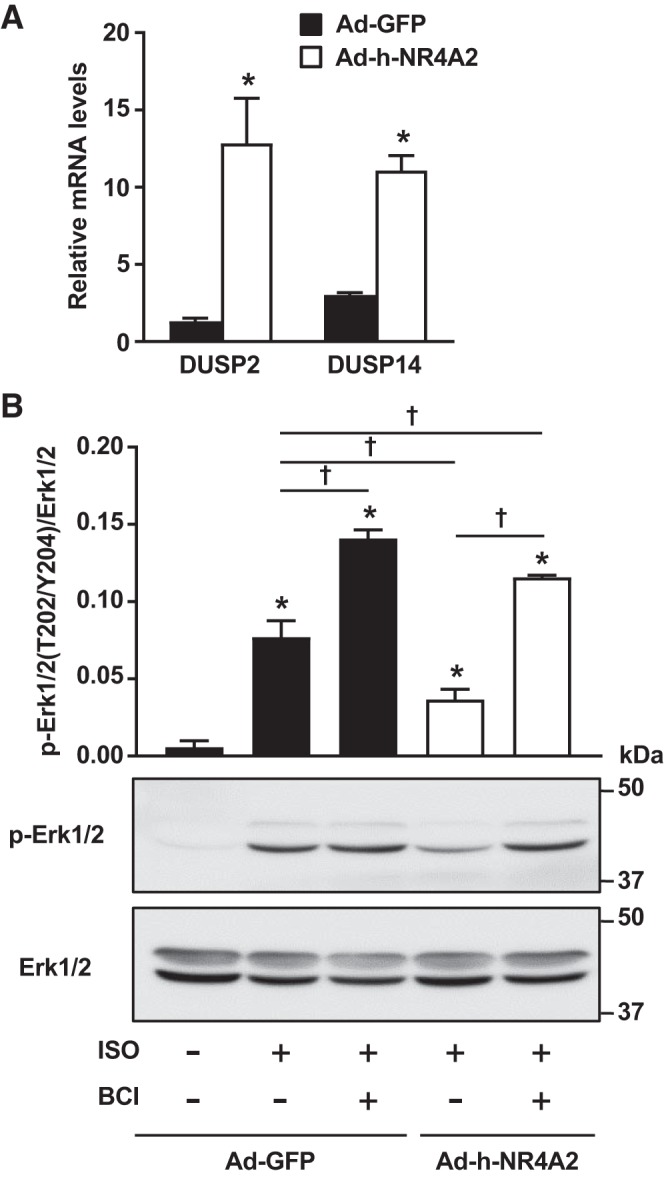
Inhibition of dual-specificity phosphatases (DUSPs) restores isoproterenol (ISO)-mediated activation of ERK signaling in nuclear receptor subfamily 4 group A (NR4A2)-overexpressing adult cardiomyocytes. *A*: real-time PCR quantification of DUSP2 and DUSP14 mRNA levels in adenovirus encoding green fluorescent protein (Ad-GFP)- and Ad-h-NR4A2-transduced cells. Pairwise comparison was performed with unpaired Student’s *t*-test. Data are means ± SE of 5 independent experiments using adult rat ventricular myocytes (ARVMs) isolated from different rats. *P < 0.05. *B*: GFP-expressing control and NR4A2-overexpressing cells were preincubated for 5 min with 5 µmol/L BCI [(E)-2-benzylidene-3-(cyclohexylamino)-2,3-dihydro-1*H*-inden-1-one] before stimulation for 10 min with 10 µmol/L ISO in presence of BCI. Phosphorylation (p) status of ERK1/2 was then quantified by immunoblotting. Interaction between multiple groups was determined by one-way ANOVA, including Newman-Keuls post hoc analysis when significant interaction occurred. Data are means ± SE of 3 independent experiments using ARVMs isolated from different rats. *P < 0.05 vs. control untreated Ad-GFP-expressing cells; †*P* < 0.05.

## DISCUSSION

The goals of this study were to determine the regulation of expression and subcellular localization of NR4A2 in adult cardiomyocytes subjected to isoproterenol treatment and to establish the consequences of such regulation for the physiological response of the cells to sustained β-adrenergic signaling stimulation. Isoproterenol induced expression and transient nuclear localization of NR4A2 in ARVMs. Chronic overexpression of NR4A2 via adenoviral transduction similarly led to increased nuclear localization of the transcription factor and induced significant transcriptional remodeling in the adrenoceptor, calcium, cell growth, and proliferation signaling pathways. Impaired growth response of NR4A2-overexpressing cardiomyocytes to chronic β-adrenergic stimulation coincided with upregulation of DUSP2 and DUSP14, two known inhibitors of mitogen-activated protein kinases (MAPK). At the cell signal transduction level, we found that NR4A2 inhibition of Akt and ERK signaling was linked to decreased p70S6K activation and to decreased rates of protein synthesis. We also demonstrated that ERK inhibition occurred through increased DUSP expression and activity.

Myocardial hypertrophy is a complex biological process that is activated to maintain cardiac workload in the face of environmental stress. By integrating the neurohumoral and biomechanical stimuli relayed through various intracellular signal transduction pathways, transcription factors play a critical role in determining rates of protein turnover and growth of cardiomyocytes (2, 17). While initially adaptive in the cardiac response to pathological stimuli, extensive growth of cardiac myocytes eventually contributes to the development of heart failure (14). Thus, a fine balance between activity of prohypertrophic and antihypertrophic factors is vital to the maintenance of proper cardiac function, and increased knowledge of the transcriptional control mechanisms in this area holds great promise for better management of heart failure (19).

In 2009, the Muscat team (31) reported that the mRNAs for all three members of the NR4A family of nuclear receptors are expressed in the mouse heart and are rapidly induced following isoproterenol treatment. In contrast with other nuclear receptors, activity of the NR4A members is ligand independent and mostly regulated at the level of gene expression (40). Although baseline expression of NR4A2 in the heart was the lowest among all three family members, its induction in response to β-adrenergic signaling was the greatest, with mRNA levels increasing 65-fold after 1 h of stimulation, well above all other organs and tissues analyzed (31). The time course and induction level of NR4A2 in the mouse heart are comparable to that observed here in isolated ARVMs, suggesting that myocytes are a major contributor to NR4A2 expression in the mammalian heart. Moreover, our findings of increased NR4A2 immunoreactivity in cardiomyocyte nuclei further supports a role for the nuclear receptor in transcriptional remodeling following β-adrenergic signaling activation.

Although the NR4A receptors have been implicated in the regulation of cell growth and proliferation in areas such as cancer and vascular biology (24, 34, 44), their impact on cardiac physiology has only started to be investigated recently. Initial studies from the Sussman group reported that NR4A1 translocates from the nucleus to the mitochondria in cardiomyocytes to initiate apoptosis following ischemia-reperfusion injury. The authors also reported marked NR4A1 immunoreactivity in cardiomyocyte nuclei following transaortic constriction in mice, a finding that already suggested at the time that NR4A1 participates in transcriptional reprogramming of adult cardiomyocytes in response to pressure overload (9). Two other independent studies combining in vitro analyses in cultured neonatal rat ventricular myocytes (NRVMs) with in vivo genetic manipulations in mice concluded that NR4A1 inhibits the cardiac hypertrophic response to β-adrenoceptor activation (27, 42). Conversely, NR4A3 was identified as a mediator of isoproterenol-induced cardiomyocyte growth through upregulation of poly(ADP-ribose) polymerase-1 activity (11). More recently, NR4A2 has been proposed to protect cardiomyocytes from myocardial infarction injury by promoting autophagy (21). To our knowledge, a role for NR4A2 in the regulation of cardiac myocyte growth had never been explored. In addition, the extent of the transcriptional remodeling events triggered by any of the NR4A members in cardiomyocytes remained unknown.

Because of their similarity in morphology and behavior with cardiomyocytes in intact tissue, ARVMs are particularly adapted to the investigation of the transcriptional and physiological effects of NR4A2 overexpression. Unlike NRVMs, ARVMs have a mature phenotype, which was maintained for the whole duration of the experiments (Supplemental Fig. S1). Cultures of NRVMs are frequently contaminated by other cell types (43), which would have complicated the analysis of the RNA sequencing data. In addition, ARVMs can be maintained in serum-free culture medium, thereby avoiding the confounding effects of growth factors in data interpretation (33). This was particularly important in our study, because several growth factor-activated signal transduction pathways were altered with increased NR4A2 expression (Table 1). All together, the RNA sequencing data clearly indicate that NR4A2 plays a significant role in structural remodeling of the cardiomyocyte.

Cardiac hypertrophy is characterized by an increase in cardiomyocyte size, enhanced protein synthesis, and reexpression of fetal genes such as BNP. As previously shown by others (10, 36–38), all those features were recapitulated in isolated cardiomyocytes subjected to chronic isoproterenol stimulation. Overexpression of NR4A2 was sufficient to reverse the prohypertrophic effects of isoproterenol on ARVMs. 

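After transduction with Ad-h-NR4A2, 25 of 129 tested genes of the Ras superfamily and its regulators were differentially expressed, 15 upregulated and 10 downregulated (adjusted p = 0.426 by Fisher's exact test against all other genes). Of 26 MAP kinase genes, 3 were differentially expressed (adjusted p = 0.893), 2 upregulated and 1 downregulated. Of 20 dual-specificity phosphatase genes, 4 were (adjusted p = 0.645), 2 upregulated and 2 downregulated. On the TPM scale, chosen for the families after seeing the data, 2 MAP kinase genes and 5 dual-specificity phosphatase genes were called. Of the latter, 2 were upregulated and 3 downregulated. These families are by symbol and do not repeat the targeted pathway analysis behind Table 1. With as few genes as the MAP kinases and dual-specificity phosphatases hold, a difference from other genes cannot be excluded.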

Although the RNA sequencing results indicated that NR4A2 might block cardiomyocyte growth induced by β-adrenoceptor stimulation through multiple mechanisms, regulators of the MAPK pathway including more than 10 members and regulators of the Ras superfamily of small guanosine triphosphatases, a member of the MAPKKK family, and several dual-specificity phosphatases were particularly represented (Table 1). This suggested that the antihypertrophic effects of NR4A2 are mediated, at least in part, though inhibition of the MAPK signaling pathway. This was confirmed by our finding of a reduction in ERK1/2 phosphorylation following isoproterenol treatment.

The MEK1-ERK1/2 pathway occupies a central regulatory position in the integration of both physiological and pathological stimuli promoting myocyte growth and cardiac hypertrophy (7). Both in vitro and in vivo data have demonstrated that ERK1/2 activation is required for cardiomyocyte growth and cardiac hypertrophy in response to β-adrenergic signaling. β-Adrenoceptors induce cardiac hypertrophy through canonical phosphorylation of ERK1/2 at Thr^202^/Tyr^204^ via Gα_s_ and Gβ_γ_-mediated autophosphorylation at Thr^188^ to increase rates of protein synthesis in cardiomyocytes (23, 38). Seminal work from the Molkentin group (35) revealed that calcineurin-nuclear factor of activated T cells (NFAT) and MEK1-ERK form a complex in the cytosol of cardiomyocytes to integrate both calcium and growth signals to coordinate nuclear gene expression and cardiac growth response. Besides transcriptional control of gene expression, the main mechanism by which ERK promotes growth of adult cardiomyocytes is through phosphorylation and activation of p70S6K, which enhances the efficiency of translation and, hence, the synthesis of protein during the hypertrophic response (18, 39).

Feedback inactivation of ERK1/2 is mediated mainly by phosphatases such as protein phosphatase-2A (PP2A) or dual-specificity phosphatases (DUSPs), which dephosphorylate either or both regulatory tyrosine and threonine residues in the activation loop (12). There are 61 DUSPs of heterogeneous form and function, which can be grouped on the basis of the presence of specific domains and sequence similarity. In cultured NRVMs, overexpression of DUSP1/MKP-1 is sufficient to partly inhibit the increase in cell surface area induced by phenylephrine treatment (13). Likewise, adenovirus-mediated overexpression of MKP-1 in NRVMs prevents cell growth in response to multiple prohypertrophic stimuli, while in vivo it reduces cardiac MAPK activation in response to phenylephrine and inhibits pressure overload- and catecholamines-induced hypertrophy in mice (6). Both the mitogen-activated protein kinase phosphatase (MKP) DUSP2/PAC-1 and the atypical DUSP14/MKP-6, which were upregulated with NR4A2 overexpression in ARVMs, have been shown to modulate ERK activity. Regarding DUSP15, whose expression was downregulated, specific substrates are currently unknown (32). 

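Dusp15 (chromosome 3, 154820983 to 154831486, Rn5) went from 0.615 ± 0.108 (SD, n = 6) to 0.271 ± 0.0936 (SD, n = 6) FPKM, a log2 fold change of -0.98 (SE 0.18, adjusted p = 6.15e-04 from limma with Benjamini-Hochberg adjustment). It was lower in the Ad-h-NR4A2 sample in 6 of 6 same-numbered pairs. The gene is listed with 2 transcripts, of which the more abundant is given.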

Although BCI-mediated blockade of DUSP activity has only been reported for DUSP1 and DUSP6 so far (28), treatment of the NR4A2-overexpressing ARVMs with the small molecular inhibitor efficiently restored activation of ERK in response to isoproterenol. The results suggest that increased DUSP activity is one of the mechanisms by which NR4A2 antagonizes β-adrenergic-mediated protein synthesis and growth in adult cardiomyocytes.

In conclusion, we have shown that activation of β-adrenergic receptors induces expression and nuclear localization of the nuclear receptor NR4A2 in adult cardiomyocytes. Increased NR4A2 immunoreactivity in cardiomyocyte nuclei is sufficient to induce a genomewide transcriptional remodeling with differential regulation of more than 850 genes. Based on our in vitro signal transduction pathways analyses, NR4A2 may inhibit the growth response of cardiomyocytes to isoproterenol in part by DUSP-mediated blockade or ERK signaling and inhibition of protein synthesis. We acknowledge that our study is only uncovering a small portion of the molecular effects of NR4A2 on cardiomyocyte physiology. Thus, inhibition of PI3K-Akt signaling and of other stress-related kinases, p38 and JNK, is also likely to contribute to the observed phenotype. In addition, this study did not address whether the differentially regulated genes were directly or indirectly targeted by NR4A2. Future studies will aim to address these remaining questions and will determine whether the findings can be transposed in vivo in an animal model of pathological hypertrophy.

## GRANTS

This work was supported by Grants R00 HL-112952, R01 HL-136438, and P01 HL-051971 from the National Heart, Lung, and Blood Institute. Work performed through the University of Mississippi Medical Center Molecular and Genomics and Imaging Core Facilities was supported, in part, by funds from the National Institute of General Medical Sciences, including Mississippi INBRE (P20 GM-103476), Obesity, Cardiorenal and Metabolic Diseases-COBRE (P20 GM-104357), Mississippi Center of Excellence in Perinatal Research (MS-CEPR)-COBRE (P20 GM-121334), and Center for Psychiatric Neuroscience-COBRE (P30 GM-103328). The content of the paper is solely the responsibility of the authors and does not necessarily represent the official views of the National Institutes of Health.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

S.A. and R.H. conceived and designed research; S.A. and Y.K.H. performed experiments; S.A., Y.K.H., and R.H. analyzed data; S.A., Y.K.H., and R.H. interpreted results of experiments; S.A. and R.H. prepared figures; S.A. drafted manuscript; S.A. and R.H. edited and revised manuscript; S.A. and R.H. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

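RNA from ARVMs transduced with Ad-GFP or Ad-h-NR4A2 at 50 MOI was sequenced 48 h later, in 6 samples per group. As the paper states, the authors prepared stranded mRNA libraries, sequenced all samples in 1 run with paired-end reads, aligned the reads to Rn5 with STAR, and assembled and quantified transcripts with Cufflinks. The FPKM values deposited by the authors give the fragments on each RefSeq transcript per kilobase, scaled to the mapped fragments of the sample. For their own comparison, the authors removed duplicates and genes with a missing data point and kept genes with a fold change of at least 1.5 and a q value below 0.05; these filters are not in the values used here, which cover all 18752 transcripts. Of 225024 values, 225016 carry confidence limits equal to the FPKM itself, so that these limits were not used as errors. A failed status is given for 8 values. Values above 0 but below 1e-06, 1493 in number, were counted as above 0.

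The groups come from the sample labels, which also give the numbers 24 to 29 used for pairing; the labels do not say what the number stands for, and the paper describes 6 independent experiments with ARVMs of different rats. A gene name with several transcripts (1016 names) was represented by the transcript with the highest mean FPKM, and 10950 genes above 0 in all 12 samples were tested. Log2(FPKM + 0.1) was fitted with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, without a block, two-sided and with Benjamini-Hochberg adjustment. The paper's statistics are unpaired, and the fit with the sample number as a replicate block was an alternative. Single genes were also compared by a two-sided exact permutation test over all 924 splits into 6 and 6, which ignores the pairing. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, and Matplotlib 3.10.9. The comparison was tested on simulated data, in which 200 of 10950 genes were changed by a log2 of 1.5. The changed genes were drawn from those with a mean FPKM of at least 1 in Ad-GFP samples, and pairs were not simulated. The comparison called 200 of these in the right direction and 6 unchanged genes, and with no change simulated it called 0. This does not show how well it finds genes of lower FPKM or changes near the 1.5-fold limit.

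The depth was recovered from the low values, for transcripts of at least 800 nucleotides. Per sample it was 18800000 to 28000000 fragments, rounded to the nearest 100000. Fragment numbers are given only for genes with a single transcript and cover counting error only.

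The samples, the comparisons, the rule for named genes, and most alternatives were set before the data were examined. The named genes are those of Table 1, the NR4A family, Nppa, Nppb, the cell markers of the paper's text, and the 5 largest rises and 5 largest falls among differentially expressed genes with a mean FPKM of at least 1 and the same direction in all pairs. Of the genes of Table 1, 1 is not reported here by itself. Members of a family are named only when in Table 1 or when the family passed its test. The start of the symbol that defines each of the 17 families was set at the same time, after Fig. 2E and Table 1 of the paper. Its exact spelling was set afterwards but ahead of any result. Alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 1, the TPM scale, quantile normalization, limma without trend, the replicate block, fold changes from the limma coefficient, other fold-change limits, gene names with several transcripts left out, each replicate left out in turn, and, for the cell markers, means over the Ad-GFP samples alone. Chosen after seeing the data were fold changes from geometric means, transcripts of a gene summed, an adjusted p below 0.01, every transcript tested by itself, the TPM scale and quantile normalization for the families, and families without the genes that belong to them by symbol only. The Cufflinks q values and the targeted pathway analysis were not repeated.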

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

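Of the tests below, those of the fragments behind Rln3, of the neighbors of strongly raised genes, of carried-over reads, and of counting error were chosen only after the result was seen.

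The largest rise of any named gene was at a locus that the paper does not discuss. Rln3 on chromosome 19 of Rn5 (36141375 to 36143406) rose by a log2 fold change of 12.80. Il27ra (36128873 to 36140835) rose from 0.736 ± 0.0743 to 47.4 ± 10.1 FPKM, a log2 fold change of 5.81 (adjusted p = 1.65e-12, limma with Benjamini-Hochberg adjustment), and Rfx1 (36158698 to 36189544) from 2.33 ± 0.320 to 30.1 ± 10.2 FPKM, a log2 fold change of 3.57 (adjusted p = 1.67e-08, from the same test). Both, like the genes beyond them, were named after the data were seen. Beyond Rfx1, Dcaf15 had an adjusted p of 0.975, and on the other side of Il27ra, RGD1310262 had a log2 fold change of 0.67 at 0.595 FPKM (adjusted p = 0.00236) and Prkaca one of -0.29 (limma with Benjamini-Hochberg adjustment). Few fragments behind a short transcript are not the reason for the rise, since the lowest Ad-h-NR4A2 sample had 27348 fragments on Rln3. The size of the rise is less certain, since the Ad-GFP samples had only 1 to 77 fragments. A rise of the genes beside any strongly raised gene was not shown. The 30 neighbors within 50 kb of 33 other genes with a log2 fold change of at least 3 had a mean log2 fold change of 0.11, compared with -0.0009 in random draws (one-sided permutation p = 0.0824), and 4 were upregulated. A small rise cannot be excluded, but this mean was far below the log2 fold changes of Il27ra and Rfx1 (5.81 and 3.57). Fragments shared with a near-identical sequence were not tested here, so that a rise of transcription across this locus remains a hypothesis that cannot be told apart from such fragments.

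Rln3 in Ad-GFP sample 28 lay far from the other 5 (9.18 FPKM against a median of 0.257, a gap of 0.773 of the whole range). A candidate explanation is a trace of reads or RNA from Ad-h-NR4A2 samples, which were sequenced in the same run. Across the 6 Ad-GFP samples, Nr4a2 FPKM followed Rln3 FPKM, with Pearson's r = 0.910 (two-sided exact permutation p = 0.0111, adjusted 0.0222 over 4 relations) and Spearman's rho = 0.886 (exact permutation p = 0.0333, adjusted 0.0667). Without the 2 samples farthest from the median, r was 0.999 (exact permutation p = 0.0833). In sample 28, the excess over the lowest sample was 0.130% of the Ad-h-NR4A2 mean for Rln3 and 0.147% for Nr4a2. The shares were less alike in sample 25 (0.0181% and 0.0831%) and sample 29 (0.0296% and 0.0559%). A higher level of the rat's own Nr4a2 in those cells that raised Rln3 would give the same relation, and the 2 cannot be told apart here.

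In 11 of 154 groups of 6 samples (77 named genes), Rln3 included, the highest or lowest sample lay farther from the nearest of the others, as a ratio to the group's range, than Dixon's critical value, where 7.7 are what chance gives. Rgs16 had 0.981 FPKM in Ad-GFP sample 25 against a median of 0.271 in the other 5 (ratio 0.6374) and 3.60 FPKM in Ad-h-NR4A2 sample 26 against a median of 1.87 in the other 5 (ratio 0.6577). Rgs3 had 1.36 FPKM in Ad-GFP sample 27 against a median of 0.772 in the other 5 (ratio 0.6683). Fgfr3 had 0.543 FPKM in Ad-GFP sample 29 against a median of 0.345 in the other 5 (ratio 0.6252), and Rasl11b had 48.1 FPKM in Ad-h-NR4A2 sample 29 against a median of 61.4 in the other 5 (ratio 0.6423). Myh6 had 953 FPKM in Ad-GFP sample 28 against a median of 1206 in the other 5 (ratio 0.6664). Pik3ip1 had 10.2 FPKM in Ad-h-NR4A2 sample 24 against a median of 7.07 in the other 5 (ratio 0.6675), Rap1b had 106 FPKM in Ad-h-NR4A2 sample 24 against a median of 148 in the other 5 (ratio 0.6734), and Fibin had 0.725 FPKM in Ad-h-NR4A2 sample 24 against a median of 0.191 in the other 5 (ratio 0.7540). Pla2g2d had 0.584 FPKM in Ad-h-NR4A2 sample 27 against a median of 1.31 in the other 5 (ratio 0.7075). In 3 cases the same number was also the most extreme in the other group. Counting error at low FPKM was tested with fragments drawn 100000 times at the group's mean FPKM. In 4 of the 11 groups, those of Rgs16 (both groups), Fgfr3, and Pla2g2d, it gave as large a gap in at least 0.0325% of draws, which is 5% divided by the groups tested, so that it cannot be excluded there. In the other 7 groups it did not. No biological explanation was tested, since the samples of a group share their condition.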

How the results depend on the processing

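No test was run in this part beyond the alternatives, of which geometric means, summed transcripts, an adjusted p below 0.01, every transcript tested by itself, the TPM scale and quantile normalization for the families, and families without the genes that belong to them by symbol only were chosen after seeing the data.

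The number of differentially expressed genes depended on the fold-change limit. It was 803 at a limit of 2 (493 upregulated, 310 downregulated) and 4484 without one (2113 upregulated, 2371 downregulated), compared with 1662. Under the other settings it lay between 1251 and 1861, with 1825 for the replicate block, and from 1540 to 1720 across the 6 fits that each left out one replicate (800 to 900 upregulated, 721 to 820 downregulated). All 41 genes of Table 1 kept their call and direction under both other pseudocounts, the replicate block, quantile normalization, the TPM scale, and limma without trend. Only the adjusted p was at stake in this, since the ratio of mean FPKM in the call does not move with these settings apart from the TPM scale. With a pseudocount of 1, the log2 fold changes of 6 of the 41 genes were below a 1.5-fold change, those of Pde10a (0.18), Prkcq (-0.37), Rhov (0.50), Rassf5 (0.49), Dusp15 (-0.35), and Cacna2d3 (0.22). The median log2 fold change of all tested genes was between -0.04 and -0.01 under every setting.

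Of 462 comparisons of 77 named genes under 6 settings, 459 had the same direction and the same call, which needs both the adjusted p and the ratio of mean FPKM, 2 were stronger, and 1 was reversed. Here too the ratio in the call moves only with the TPM scale and summed transcripts. The adjusted p crossed 0.05 in 3 comparisons. Col1a1, with a ratio of 0.612, became differentially expressed with the replicate block (log2 fold change -0.57) and with quantile normalization (-0.64). Nppa passed an adjusted p of 0.05 with the replicate block but, with a ratio of 1.08, was not differentially expressed. Cd68, near 0 in the main comparison (0.05), was -0.021 after quantile normalization. The cause was not tested.

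Among genes with a mean FPKM of at least 1, the phosphodiesterases (36.4%) no longer passed. Relative to the other genes, the adenylate cyclases (33.3%) and MAP kinases (15.0%) went from below to above, and the dual-specificity phosphatases (12.5%) from above to below; none of these passed the test in either setting. After quantile normalization, the A-kinase-anchoring proteins (13.3%) also went from above to below, without passing in either setting. With the replicate block, the phospholipases C (50.0%, adjusted p = 0.0335 by Fisher's exact test) passed and the protein kinases C (50.0%, adjusted p = 0.0524 by Fisher's exact test) did not. With the genes that belong to a family by symbol only left out, the protein kinases C (50.0%, adjusted p = 0.0850 by Fisher's exact test) did not pass either. The cause was not tested.

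Depth limits the genes with low FPKM. Of 59 differentially expressed named genes with a single transcript, 15 had fewer than 10 fragments in at least 1 sample, so that their ratios are uncertain. Among them, Rln3 rests on 1 to 77 fragments per Ad-GFP sample, Plch1 on 2 to 13, Pde10a on 1 to 3, Hpx on 1 to 2, and Rgs16 on 2 to 8.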

Differences from the paper's values

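No test was chosen for this part; the alternatives named as set before the data were examined are those listed in the processing summary.

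The paper's value is 850 differentially regulated genes, compared with 1662 here. Its values are 500 upregulated and 350 downregulated genes, compared with 869 and 793. Of the alternatives set before the data were examined, a fold change of at least 2 gave 803 genes, 493 upregulated and 310 downregulated, within 1.5 times the paper's values. Genes with a mean FPKM of at least 1 gave 1251 genes and 644 upregulated, which are within 1.5 times, and 607 downregulated, which are not. The others did not close the gap.

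The paper's value is 3,021 genes that passed the filtering criteria, compared with 10950 genes tested here. None of the alternatives set before the data were examined closed this gap. If the filtering criteria are read to include the q value, the number to compare is that of genes with an adjusted p below 0.05 without a fold-change limit. This reading was made after seeing the values. In the main comparison that number was 4484 (limma with Benjamini-Hochberg adjustment), just within 1.5 times the paper's value. It was also within this factor with each replicate left out in turn (3661 to 4405). It was not without the filter on low values (4556), with every transcript tested by itself (4558), after quantile normalization (4657), or with the replicate block (6509).

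The paper's highest average FPKM of a cardiomyocyte marker is 2,368, compared with 6591 for Tnnt2 over all 12 samples, and its highest of a nonmyocyte marker is 6, compared with 11.8 for Vim. Over the Ad-GFP samples alone, an alternative set before the data were examined, the values were 7189 and 12.6 and did not close the gap. The paper's lowest average of a cardiomyocyte marker is 184, compared with 213 for Myh7 over all 12 samples and 273 over the Ad-GFP samples. The Ad-GFP mean of Nppa was 184 as well, but whether the paper counted Nppa among its markers is not known. The paper's values refer to Supplemental Fig. S2D, which was not used here, and the markers here are those named in its text.

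None of the 41 fold changes of Table 1 differed from the ratio of mean FPKM, as deposited or on the TPM scale, by more than 1.5 times and the SD between pairs. Of the fold changes on the log2(FPKM + 0.1) scale, 3 did, both after quantile normalization and from the limma coefficient without and with the replicate block. For Pde10a, the paper's value is 6.4, compared with 2.03 after quantile normalization and 2.06 from the coefficient in either fit; for Prkcq it is 0.2, compared with 0.387 after quantile normalization and 0.395 from the coefficient in either fit; and for Rab7b it is 0.1, compared with 0.168 after quantile normalization and 0.172 from the coefficient in either fit. By the limit of 1.5 times alone, Plch1 and Cacna2d3 differed too, but they were counted as within the SD between pairs. For Plch1, the paper's value is 24.0, compared with 8.66 after quantile normalization and 8.67 from the coefficient. This gap is wider than that of Prkcq or Rab7b. For Cacna2d3 it is 3.0, compared with 1.85 and 1.92. Rounded to the 1 decimal of Table 1, 22 of the 41 ratios of mean FPKM equaled the paper's value, and so did 33 ratios of geometric means, chosen after seeing the values. Of the others, 7 ratios of mean FPKM lay more than 5% outside the range that rounds to the paper's value, a limit also chosen after seeing the values. The paper states a larger upregulation of Dusp14 (6.66), Rgs16 (4.96), Adcy6 (3.22), Pde10a (5.77), Cacna2d3 (2.73), and Slc8a1 (2.21), and a smaller one of Dusp2 (8.60). The ratios of geometric means were 7.03 for Dusp14, 5.48 for Rgs16, 3.31 for Adcy6, 6.40 for Pde10a, 3.02 for Cacna2d3, 2.21 for Slc8a1, and 7.64 for Dusp2. Of the 41 ratios of geometric means, 2 lay outside by the same limit, those of Adcy6 and Slc8a1. Of the downregulated genes, only Pik3ip1, with a ratio of 0.355, did not round to the paper's value, which is lower. For Nr4a2, which Table 1 does not list, the ratio of mean FPKM was 593. The paper states a smaller rise of total NR4A2 mRNA (Fig. 2A). Fig. 2E, by its legend a selective representation, gives a single direction to gene groups that held both directions here. The groups here are families by symbol and come from a larger number of differentially expressed genes. Their members can thus differ from those behind the figure. Upregulated and downregulated were 5 and 4 phosphodiesterases (5 and 3 without Pde4dip), 1 and 1 G protein-coupled receptor kinases, 4 and 1 phospholipases C, 2 and 1 A-kinase-anchoring proteins (1 and 1 after quantile normalization), and 2 and 1 calcium channel subunits (2 and 2 after quantile normalization).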

Other observations

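The tests of other splits, of depth, of nonmyocyte and contractile genes, of the pairing, of the fold-change limit, and of Nppa were chosen, or their limits set, only after the result was seen; those of transcript length and of dopamine neuron genes were not. The interferon-response genes were listed after other interferon genes, left out of the list, had been seen to fall, and the correction over 3 gene sets was added after their p had been seen.

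Several explanations of the difference between the groups were tested. Of the 32 splits of the 12 samples that part every same-numbered pair, 1 gave as many differentially expressed genes, the real one, and the highest of the other splits gave 4. Implied depth did not differ between the groups (two-sided exact permutation p = 0.976). The log2 fold change had a Spearman's rho of -0.140 with transcript length across genes, which are not independent replicates, within the limit of 0.2 set for this test. The 14 tested of 15 listed nonmyocyte genes, of which 9 were lowered and 2 downregulated, had a mean log2 fold change of -0.24 (two-sided permutation p = 0.171 against gene sets matched on mean FPKM). This test does not use the pairing. Of the nonmyocyte markers, Col1a1 was lower in 6 of 6 same-numbered pairs, Vim in 5, Tagln in 3, and Cd68 in 2. A smaller share of nonmyocytes in the Ad-h-NR4A2 samples can thus not be excluded.

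Same-numbered samples deviated together, with a mean correlation across genes of 0.505. This is consistent with a difference between rats or cell isolations, though a batch that follows the number would give the same. Among the 8978 genes with a mean FPKM of at least 1 and above 0 in all 12 samples, Nppa showed it most. It had rank 1 by the spread between numbers over that within pairs (17.5, median 1.47). Its FPKM spanned a 6.53-fold range in Ad-GFP samples but differed within pairs by a ratio of 1.01 to 1.21. Across the 6 numbers, the Ad-h-NR4A2 values had the same order as the Ad-GFP values (Spearman's rho = 1, Pearson's r = 0.998). Nppa was singled out for this pattern, so that these values restate it and are given without a p. A difference between the rats or cell isolations is a candidate explanation that was not tested separately. Atrial myocytes in some isolations were tested with Myl7 and Sln, chosen after the data were seen, and gave Pearson's r = -0.00843 (exact permutation p = 0.989, adjusted 0.989 over 4 relations) and Spearman's rho = -0.0857 (exact permutation p = 0.919, adjusted 0.919). Without the 2 farthest samples r was 0.894 (exact permutation p = 0.208). Implied depth across Ad-GFP samples gave Pearson's r = -0.0371 (exact permutation p = 0.957, adjusted 0.989) and rho = -0.257 (exact permutation p = 0.658, adjusted 0.878), with r = 0.549 without the 2 farthest samples (exact permutation p = 0.458). In both, r changed its sign when these samples were left out, so that atrial myocytes cannot be excluded. Depth is not the explanation, since implied depth differed within pairs by a ratio of 0.819 to 1.45, a wider range than that of Nppa FPKM, and no sample had fewer than 1054 fragments on Nppa. Between the groups, Nppa had a log2 fold change of 0.15 (adjusted p = 0.845, limma with Benjamini-Hochberg adjustment). With the replicate block the adjusted p was 0.00298 from limma with Benjamini-Hochberg adjustment, higher in 6 of 6 pairs, with a ratio of 1.08.

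Nppb, which the paper measured by another assay in other samples (Fig. 3C), went from 300.0 ± 93.0 (SD, n = 6) to 109 ± 23.4 (SD, n = 6) FPKM, a log2 fold change of -1.43 (adjusted p = 7.36e-05, limma with Benjamini-Hochberg adjustment), and was lower in 6 of 6 pairs. Nr4a1 had a log2 fold change of -0.93 (adjusted p = 1.17e-04, from the same test, lower in 6 of 6 pairs) and Nr4a3 of -0.10 (adjusted p = 0.680, limma with Benjamini-Hochberg adjustment).

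Of 10 detected genes in a list of 12 genes of dopamine neurons, 1 was upregulated and 0 downregulated, and 2 had an unadjusted p below 0.05. Of these genes, 4 were above 0 in all 12 samples, with 0 upregulated, and the others, among them the upregulated gene, were listed at 0 in some samples, where a rise is easily missed, so that a general rise of the neuronal target genes of NR4A2 cannot be excluded. The 11 contractile protein genes tested, of which 10 were lowered and 2 differentially expressed, had a mean log2 fold change of -0.26 (two-sided permutation p = 0.0616, adjusted 0.0924 over 3 gene sets). The 12 interferon-response genes tested, of which 10 were lowered and 4 differentially expressed, had -0.41 (two-sided permutation p = 0.0235, adjusted 0.0705), which fails the correction.

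The count of differentially expressed genes was lower in the paper, and a fold-change limit of 2 in place of 1.5 was tested as a candidate explanation. Of the 1662 genes, 859 (51.7%) had a ratio between the limits, and 1 of the 41 genes of Table 1 did (one-sided exact hypergeometric p = 3.06e-12). The limit the paper states is 1.5. The 1 gene, Arrdc3, had a ratio of 0.518, which rounds to the paper's value. Table 1 is the authors' selection, and a preference for larger changes would give such a small share, so that a limit of 2 cannot be told apart from it.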
